A study of Homo sapiens with 12 samples. Its data were reported in "Non-Overlapping Progesterone Receptor Cistromes Contribute to Cell-Specific Transcriptional Outcomes" (2012).

How the data were processed

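Samples. Total RNA from AB32 cells was hybridized to 12 Illumina HumanHT-12 v4 bead arrays, 2 per group in 6 groups named by virus and treatment: pCDH or FOXA1 virus, each with vehicle (0.1% ethanol, 24 h), ORG2058 for 6 h or ORG2058 for 24 h (10 nM). Groups and replicate numbers were taken from the labels. The labels give 48 h of transduction and the study's text 24 h, and no vehicle array of 6 h was analysed here. The series text speaks of duplicate cultures without saying whether they came from separate experiments, and also of 3 replicate data sets for each of 4 conditions, which does not match the 12 arrays, so p-values measure the spread between these samples only, which may be technical. Hybridization slides and scan dates are not given, so a batch shared with a group could not be examined. According to the labels and the study's methods FOXA1 and PR were introduced genes, and the medium held hydrocortisone, a ligand of the glucocorticoid receptor, in every group.

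Deposited values. The authors read the arrays in GenomeStudio and deposited a table of mean bead signal per probe, an intensity that had been neither background subtracted nor normalized. With it the authors deposited a detection p-value per probe and array, which sets the probe against negative controls, in steps of 1 in 770. A separate deposited table holds the intensity that the authors obtained after background subtraction and cubic spline normalization, on a linear scale. Of its 566772 values 138080 (24.4%) were below 0, its array medians lay between 12.46 and 12.48, and each array ranked the probes as the signal table did (Spearman 1). The authors' differential test, the Illumina custom error model, needs errors between beads and was not run here.

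Probes. The signal table held 47323 probes and that of the authors 47231. The 92 probes in the signal table alone were left out after normalization, and 0 of them were detected on 2 or more arrays. Gene symbols came from the platform annotation and were brought up to date by Entrez ID with a gene table of the GRCh38.p14 assembly (59792 genes, 30074 probes matched). In all 30113 probes had 1 symbol, 8 had several and 17110 had none. Positions of the probes on their transcripts were not available, so whether a probe reads an introduced sequence is not known. Probes with a detection p under 0.05 on at least 2 of the 12 arrays were kept, 22334 probes of which 15948 had 1 symbol, for 12006 genes, 3140 of them with more than 1 probe.

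Normalization and test. In R 4.3.3 with limma 3.58.1, signals were background corrected and quantile normalized with neqc from the detection p-values (offset 16), on the log2 scale. A linear model with 6 group means was fitted to all 12 arrays (6 residual degrees of freedom), followed by eBayes (5.03 prior degrees of freedom, prior SD 0.16) and Benjamini-Hochberg adjustment over the kept probes within each contrast. A call is an adjusted p under 0.05. The contrasts were FOXA1 against pCDH in vehicle and after ORG2058 at each time, ORG2058 against vehicle at each time in each virus, 24 h against 6 h in each virus, and the difference between the viruses in their response at each time. The median standard error was 0.167 (log2), and 0.236 for the differences between responses. Comparisons, thresholds, gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, except where the text says otherwise.

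Where a probe was detected on neither array of a group, the fold is given as a lower bound, from the bright group's mean and, for the dim group, the mean over its arrays of the higher of the lowest detected signal and the probe's own. No fold is given where both groups were dim. A difference between responses that involves such a group is a fitted value whose size depends on the background step, which holds for 11 of the 33 called results of named genes at 6 h and 14 of 50 at 24 h. Among 110 list medians, placing such genes at their bounds moved the median by at most 0.438.

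Named genes were FOXA1 and PGR, the 10 largest rises and 10 largest falls in each of the 7 main contrasts among called probes with 1 symbol whose replicates did not overlap (1 probe per gene, clone names counted but not named), up to 4 called members of each gene list by size of change, and every member of the lists taken from the study. The text prints a part of them. There were 24 lists with 647 genes, of which 53 genes stood in more than 1 list and 35 pairs of lists shared up to 5 genes. Several lists follow themes that the study had described. Of the 24 lists, 22 were tested with camera on 1 probe per gene (the brightest) with a preset correlation of 0.01, adjusted over the lists within a contrast, and 2 short lists taken from the study were described only. Beside camera with an estimated correlation, fry was run as an alternative: its p tests whether the genes of a list move on balance in a single direction, its mixed p whether they change in either direction, and neither compares them with other genes.

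Response sizes were also measured on held-out arrays: 500 probes with the largest change between 1 ORG2058 array and 1 vehicle array were read on the other arrays of that virus and on the arrays of the other virus, for each of the 4 pairs of arrays. The overlap of 6 h and 24 h calls, which share vehicle arrays, was set against independent lists, and the correlation of the changes at these times against 20 simulated data sets without a response. In an alternative chosen after seeing the data, the 6 h and 24 h changes were read against separate vehicle arrays, 1 for each time.

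The steps were tested on simulated data with 22334 probes, 200 of them changed. For pCDH at 24 h, 8.96% of 1.5-fold changes, 71.6% of 2-fold changes and 98.5% of 4-fold changes were called, for FOXA1 at 24 h 8.96%, 73.1% and 100%, for FOXA1 in vehicle 8.96%, 65.7% and 97%, and for the difference between responses at 24 h 0%, 13.4% and 89.4%. Between 4 and 8 unchanged probes were called per contrast. Equal simulated responses gave held-out ratios from 0.957 to 1.03, and 0 of 152 tests of unchanged lists were called. The simulated noise was drawn separately for each probe, so the genes of a list were not correlated. The count of list calls therefore does not give the rate of false list calls in the real data.

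The alternatives were no background correction, median scaling without quantile normalization, the authors' table (values under 16 set to 16, then log2), an offset of 50, no detection filter, a stricter filter (detection p under 0.01 on both arrays of at least 1 group), the replicate number as a block, array weights, only the arrays of the groups compared, an unadjusted p under 0.01 with at least a 1.5-fold change, an adjusted p under 0.05 with at least a 1.5-fold change, 100 or 2000 probes for the held-out sizes, and leaving out each array in turn. Groups of 2 arrays allow neither an outlier test nor a permutation of labels that could reach an exact p under 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.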

Results

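Gene expression was measured on 12 whole-genome bead arrays, 2 for each of 6 groups of AB32 cells, breast epithelial cells derived from MCF-10A that express introduced PR. The cells carried a lentivirus that delivers FOXA1, a pioneer factor that opens chromatin for nuclear receptors, or the parent pCDH virus, and received vehicle for 24 h or the progestin ORG2058 at 10 nM for 6 h or 24 h. The series asks how FOXA1 changes the response of these cells to progestin. Between 16283 and 17902 of the 47323 probes were detected on each array (34.5 to 37.9%), and the median raw signal lay between 78.8 and 90.7. Replicate arrays correlated across probes with r between 0.9904 and 0.9919, although genes are not independent replicates. The first principal component held 71.3% of the variance and separated the viruses, with scores from −54.6 to −49.2 for pCDH and from 48.8 to 53.6 for FOXA1, and the next component held 7.5%.

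FOXA1 transcript was abundant in cells given the FOXA1 virus, with a mean log2 signal of 8.85 in FOXA1 vehicle cells against 4.91 in pCDH vehicle cells (at least 10.9-fold higher, adjusted p = 1.92e-08). The probe was detected on neither pCDH vehicle array. Such a group is described here as not well above background, and a fold against it is a lower bound. In pCDH cells FOXA1 signal was at least 1.28-fold higher after 6 h of ORG2058 (mean 5.76, adjusted p = 0.00864), a call that was lost without pCDH vehicle replicate 1 (adjusted p = 0.0791) or pCDH ORG2058 6 h replicate 1 (0.0801). In FOXA1 cells the changes were −0.58 at 6 h (adjusted p = 0.212) and −0.25 at 24 h (adjusted p = 0.504). PGR, which encodes PR and is also an introduced gene in this line, was higher by 1.53 ± 0.13 (log2 ± SE) in FOXA1 cells, 11.58 against 10.05 (adjusted p = 4.86e-06). PGR was lower in pCDH cells after 6 h of ORG2058 (−1.31 ± 0.13, adjusted p = 0.00031) and its change at 24 h was 0.03 (adjusted p = 0.924). The 6 h changes of FOXA1 and PGR were read against vehicle arrays of 24 h. They therefore also hold any difference between 6 h and 24 h in culture. In FOXA1 cells the PGR changes were −0.45 and −0.15 (adjusted p = 0.313 and 0.699), and the difference between the viruses at 6 h was 0.85 (adjusted p = 0.081). Whether these probes read the introduced sequences could not be told from the files.

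**Figure D1:**
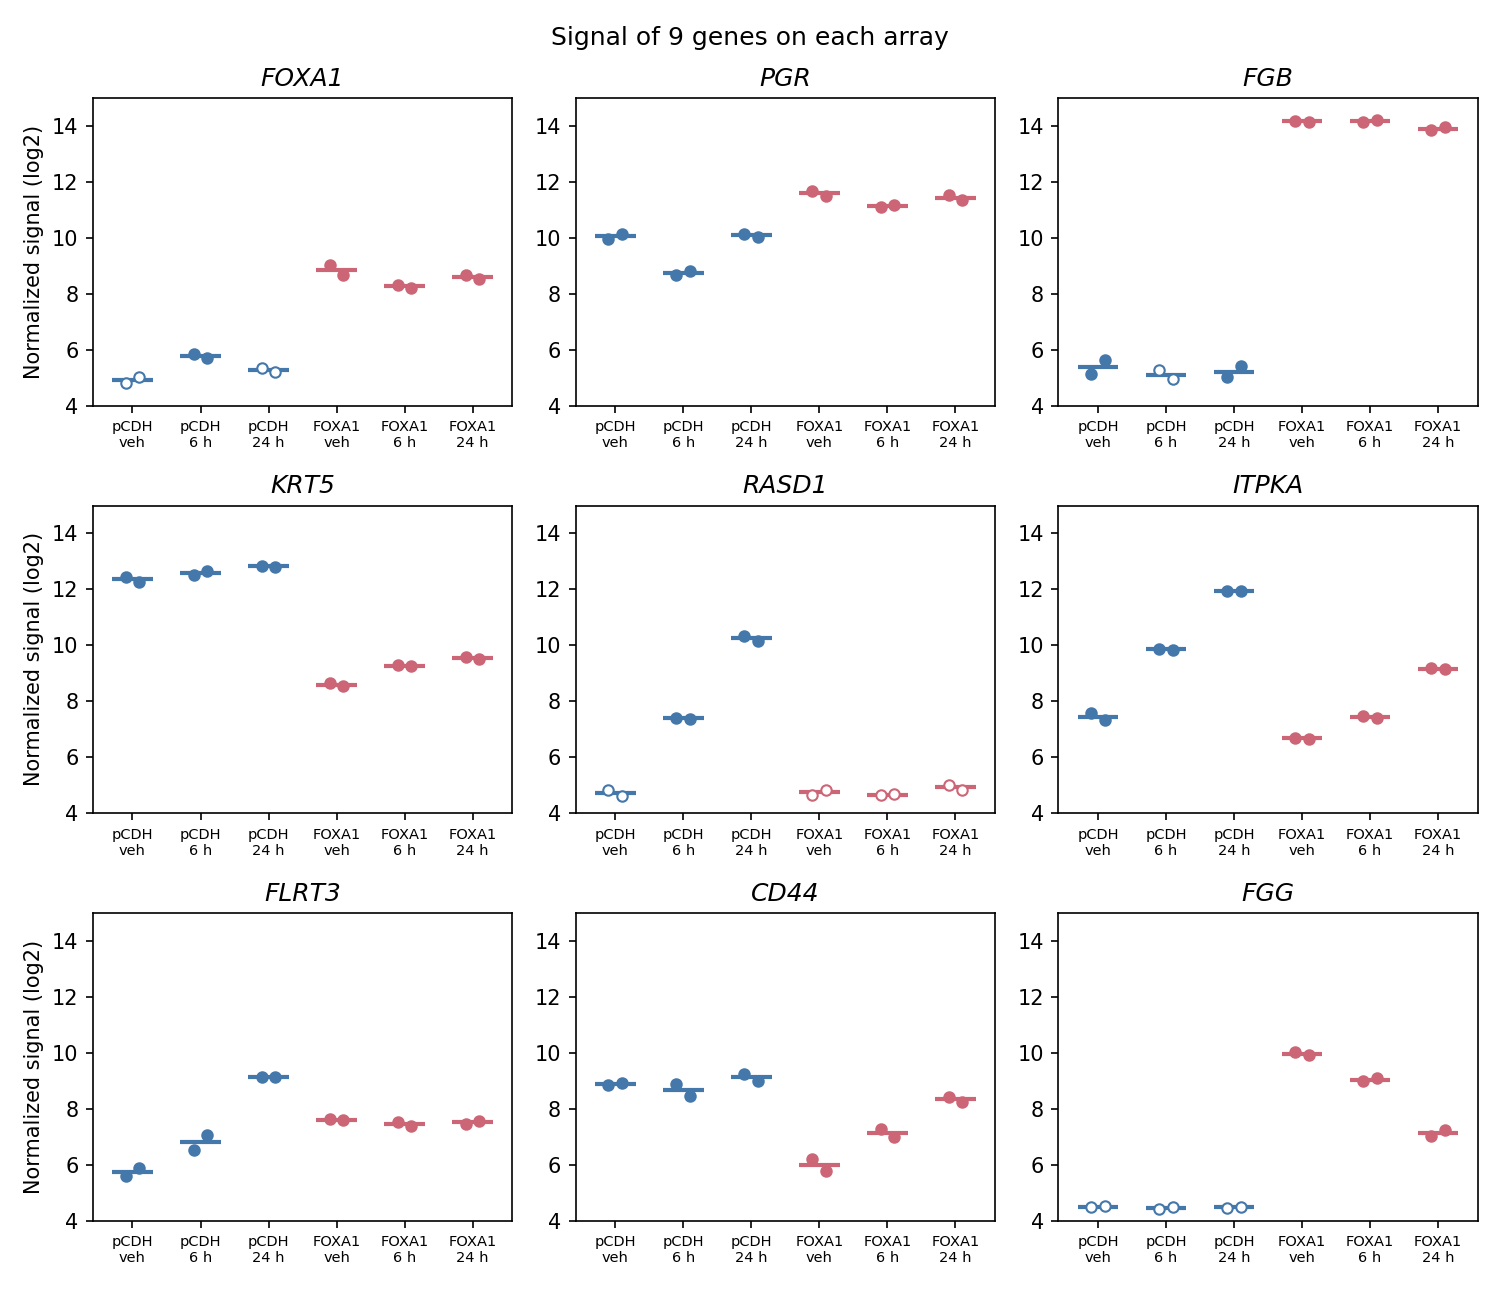
Normalized log2 signal of 9 genes (vertical axis) in the 6 groups (horizontal axis), where each point is 1 array, each bar marks a group mean of 2 arrays, and open circles mark groups in which the probe was detected on neither array. FOXA1 stood at 8.85 and 4.91 in the FOXA1 and pCDH vehicle groups, FGB at 14.16 and 5.36, and FLRT3 went from 5.73 to 9.15 with 24 h of ORG2058 in pCDH cells while staying between 7.45 and 7.61 in FOXA1 cells.

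The first comparison set cells given the FOXA1 virus against cells given the pCDH virus, both in vehicle. Neither cells without virus nor a range of doses was analysed. What is called the FOXA1 effect here therefore includes any difference in toxicity or dose between the viruses. The fibrinogen β chain gene FGB rose (8.80 by the fit, adjusted p = 3.74e-10), as did the fibrinogen-family gene FGL1 (4.43 by the fit, adjusted p = 1.49e-07). The probes of both were detected on 1 of 2 pCDH vehicle arrays, near background, so these sizes depend on the background step. FGG rose at least 23.8-fold (adjusted p = 5.11e-10). AGR2, which encodes a disulfide isomerase of secretory epithelium, rose at least 106-fold (adjusted p = 6.52e-11), HBEGF, an EGF receptor ligand, at least 22.3-fold (adjusted p = 7.55e-09), and the matrix Gla protein gene MGP by 4.53 ± 0.12. Basal keratin KRT5 fell (−3.78 ± 0.12, adjusted p = 7.55e-09), as did the lipid droplet gene CIDEC (−4.55 ± 0.16, adjusted p = 1.22e-08), TGM2 (−3.92 ± 0.15), ALDH1A3 (−3.67 ± 0.14) and MYC (−3.26 ± 0.13, adjusted p = 2.09e-08). In all, limma called 8741 of 22334 probes (39.1%), 4524 higher and 4217 lower with FOXA1, in 5900 named genes of which 49 had probes called in both directions.

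Genes of cell division were lower with FOXA1. Of 39 measured mitosis genes 37 fell and 0 rose (37 and 0 adjusted over the list alone), with a median change of −1.91, including CCNB1 (−2.45 ± 0.13, adjusted p = 1.76e-07), DLGAP5 (−2.79) and KIF20A (−2.45). The camera test gave this list an adjusted p of 1.61e-18 (adjusted p = 0.0302 with an estimated correlation). Of 32 DNA replication genes 26 fell and 0 rose (27 and 0 adjusted over the list alone), with RRM2 at −2.59 and UHRF1 at −2.49 (median −1.47, adjusted p = 6.79e-12, and adjusted p = 0.0302 with an estimated correlation). Targets of p53 moved the other way, with 17 of 19 higher and 0 lower (17 and 0 adjusted over the list alone), including the stress cytokine GDF15 (3.28 ± 0.15, adjusted p = 6.56e-08), SESN1 (2.43), SULF2 (2.10) and the apoptosis effector BAX (1.90 ± 0.12). Their median was 1.11 (adjusted p = 4.01e-07, and adjusted p = 0.0412 with an estimated correlation). The hypoxia and glycolysis list of 27 had 16 members that fell and 3 that rose (18 and 3 adjusted over the list alone), among them PKM (−1.99) and VEGFA (−1.80), with an adjusted p of 0.00134 (adjusted p = 0.0412 with an estimated correlation). The interferon list of 27 had 12 that rose and 3 that fell (13 and 3 adjusted over the list alone), with ISG15 at 3.19 ± 0.23 and IFI44L at −2.73, a median of 0.46 (0.19 with members not well above background at their bounds) and an adjusted p of 0.0444 (adjusted p = 0.0986 with an estimated correlation). The interferon call was lost without FOXA1 vehicle replicate 1 (adjusted p = 0.0684), with no background correction (0.0525) and with a stricter detection filter (0.0636).

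Another 6 lists shifted down in camera, and none of them passed with an estimated correlation. Of 19 basal and myoepithelial markers 14 fell and 2 rose (14 and 2 adjusted over the list alone), with ITGB4 at −3.24 and S100A2 at −2.37, a median of −1.40 (−0.96 with members at their bounds) and an adjusted p of 7.3e-05 (adjusted p = 0.0562 with an estimated correlation). Of 30 steroid receptor response genes 17 fell and 4 rose (18 and 4 adjusted over the list alone), including F3 (−2.22), MT1E (−1.94) and DUSP1 (−1.80), with a median of −0.53 beside −0.47 for reference genes and an adjusted p of 0.00021 (adjusted p = 0.062 with an estimated correlation). The mammary progesterone mediators had 5 of 11 that fell, including WNT5A (−1.78), and 1 that rose, JAG1 (1.51; 6 and 1 adjusted over the list alone), with an adjusted p of 0.0215 (adjusted p = 0.153 with an estimated correlation), a call lost with no detection filter (adjusted p = 0.11) or a stricter one (0.0511). Blood vessel genes had 20 of 38 that fell, including THBS1 (−3.45) and CAV1 (−2.16), and 5 that rose (20 and 5 adjusted over the list alone), and motility genes had 15 of 27 that fell, including PLAU (−3.20), and 6 that rose, including ITGA2 (2.26; 15 and 6 adjusted over the list alone). Their adjusted p values were 0.000463 and 0.00481 (adjusted p = 0.0813 and 0.0555 with an estimated correlation). Medians were −0.45 for the mediators, −0.56 for blood vessel genes and −0.73 for motility genes. That of the mediators was no lower than the −0.47 of reference genes. Of 20 squamous genes 7 fell and 2 rose (7 and 2 adjusted over the list alone), with S100A9 at −3.63 and S100A8 at −3.57 and an adjusted p of 0.0444 (adjusted p = 0.0986 with an estimated correlation), a call lost without pCDH vehicle replicate 1 (adjusted p = 0.0618) or FOXA1 vehicle replicate 1 (0.0532), with the deposited normalized values (0.0606) and with no detection filter (0.0749).

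The remaining 11 lists did not pass camera. The unfolded protein and integrated stress list had 14 of 27 higher and 7 lower (15 and 7 adjusted over the list alone, adjusted p = 0.309), with DDIT4 at −3.38, DNAJC3 at 1.98 and ASNS at 1.52. Apoptosis inhibitors had 8 of 30 higher and 12 lower (9 and 13 adjusted over the list alone, adjusted p = 0.344), with BCL2L1 at −1.50, and apoptosis promoters 10 of 26 higher and 4 lower (10 and 4 adjusted over the list alone, adjusted p = 0.245), with CASP9 at 1.84 and CYCS at −1.48. Wound healing and coagulation had 6 of 17 higher and 9 lower (7 and 9 adjusted over the list alone, adjusted p = 0.343), AP-1, NF1 and immediate early genes 5 of 21 higher and 8 lower (6 and 8 adjusted over the list alone, adjusted p = 0.343), with FOS at −2.44 and EGR1 at 1.66, and inflammatory cytokines 5 of 22 higher and 8 lower (6 and 8 adjusted over the list alone, adjusted p = 0.321), with CCL20 at −2.75. Sterol biosynthesis had 5 of 20 higher and 5 lower (5 and 5 adjusted over the list alone, adjusted p = 0.59), with TM7SF2 at 2.69 and INSIG1 at −1.50, and MAPK feedback and EGFR ligands 4 of 20 higher and 7 lower (4 and 7 adjusted over the list alone, adjusted p = 0.521), with DUSP6 at −1.42. Luminal markers had 5 of 17 higher and 6 lower (5 and 6 adjusted over the list alone, adjusted p = 0.344), with KRT7 at −3.51, stromal, endothelial and blood cell markers 5 of 19 higher and 5 lower (5 and 5 adjusted over the list alone, adjusted p = 0.525), and reference genes 2 of 15 higher and 8 lower (2 and 8 adjusted over the list alone, adjusted p = 0.0501), with TUBB at −1.26 and B2M at 1.22. Signs were mixed in 4 of these lists: the luminal list had a median of −0.30 (−0.074 with members at their bounds) but rose in fry (adjusted p = 0.00923), which tests whether genes move on balance in a single direction without comparing them with other genes, and in the sterol, MAPK and stromal lists the median was negative (−0.10, −0.11 and −0.028) while the mean was positive (0.0087, 0.10 and 0.41).

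In cells with the control virus, 6 h of ORG2058 raised SMCO4 by 3.17 ± 0.13 (adjusted p = 1.03e-06), the Ras-related gene RASD1 at least 3.98-fold (adjusted p = 4.28e-06), the inositol kinase gene ITPKA by 2.41 ± 0.12 (adjusted p = 4.28e-06), the kinase gene PIM2 by 2.13 and RGCC by 2.07. The neutrophil chemokine CXCL8 fell by 2.72 ± 0.17 (adjusted p = 1.99e-05), and TNFAIP6 (−2.13), the metabolic coactivator PPARGC1A (−1.57), PLAU (−1.44) and TGFB2 (−1.44) were lower too. Steroid receptor response genes rose, 7 of 30 with 1 that fell (10 and 1 adjusted over the list alone), including TIPARP (1.56, adjusted p = 0.000135), F3 (1.14) and CDKN1C (0.94), with a median of 0.12 (0.065 at bounds) and an adjusted p of 0.0036 (adjusted p = 0.195 with an estimated correlation). Sterol biosynthesis shifted up, with 2 of 20 that rose and 0 that fell (3 and 0 adjusted over the list alone, adjusted p = 0.00736, and adjusted p = 0.152 with an estimated correlation), a call lost without pCDH ORG2058 6 h replicate 2 (adjusted p = 0.0882). Mitosis (1 of 39 fell and 0 rose, 0 and 0 adjusted over the list alone, median −0.25) and DNA replication (1 of 32 fell and 0 rose, 7 fell and 1 rose adjusted over the list alone, median −0.28) shifted down, both with an adjusted p of 5.47e-06 (adjusted p = 0.193 and 0.152 with an estimated correlation). The other 18 lists had adjusted p from 0.0959 to 0.846. limma called 990 probes (4.43%), 656 higher and 334 lower, in 789 genes, and between 381 and 503 without any 1 of the 4 arrays compared. All vehicle arrays were taken at 24 h, so this comparison and that at 6 h in FOXA1 cells also hold any difference between 6 h and 24 h in culture. The difference between the viruses at 6 h holds any part of it that the viruses do not share.

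After 24 h the response of pCDH cells was larger. RASD1 was at least 28.6-fold higher than in vehicle (adjusted p = 4.37e-09), ITPKA rose by 4.51 ± 0.12 (adjusted p = 7.09e-09), the stathmin-family gene STMN3 by 4.2 ± 0.14 (adjusted p = 3.2e-08), the potassium channel gene KCNG1 by 3.47 ± 0.15 (adjusted p = 2.91e-07) and FLRT3 by 3.42 ± 0.17 (adjusted p = 6.81e-07). The fatty acid binding protein gene FABP4 fell by 2.89 ± 0.17 (adjusted p = 2.34e-06), and S100A8 (−1.96), ID3 (−1.94), the WNT antagonist SFRP1 (−1.79) and ANGPT1 (−1.69) fell as well. limma called 1646 probes (7.37%), 971 higher and 675 lower, in 1221 genes, and between 768 and 942 without any 1 of the 4 arrays.

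Sterol biosynthesis genes rose at 24 h in pCDH cells, 11 of 20 with 0 that fell (14 and 0 adjusted over the list alone), including DHCR7 (1.02), LSS (0.89) and TM7SF2 (0.86), with a median of 0.55 and an adjusted p of 5.75e-09 (adjusted p = 0.0111 with an estimated correlation). Mitosis genes fell, 18 of 39 with 0 that rose (28 and 0 adjusted over the list alone), including CENPF (−1.03, adjusted p = 0.000798) and CCNB1 (−0.89, adjusted p = 0.00197), with a median of −0.54 and an adjusted p of 1.15e-14 (adjusted p = 0.0356 with an estimated correlation). Steroid receptor response genes had 11 of 30 that rose and 1 that fell (13 and 2 adjusted over the list alone, adjusted p = 1.1e-05, and adjusted p = 0.0564 with an estimated correlation), with TIPARP at 2.08 and F3 at 1.37. DNA replication genes had 4 of 32 that fell and 0 that rose (10 and 0 adjusted over the list alone, adjusted p = 5.41e-06, and adjusted p = 0.067 with an estimated correlation). Hypoxia and glycolysis genes had 9 of 27 that rose and 0 that fell (9 and 0 adjusted over the list alone, adjusted p = 0.00162, and adjusted p = 0.0523 with an estimated correlation), with P4HA2 at 1.78 and NDRG1 at 1.23. Apoptosis promoters had 8 of 26 that rose and 0 that fell (9 and 0 adjusted over the list alone, adjusted p = 0.0114, and adjusted p = 0.143 with an estimated correlation), including the BH3-only genes BMF (at least 2.94-fold) and PMAIP1 (1.62). Inhibitors of apoptosis had 6 of 30 that rose and 1 that fell (7 and 2 adjusted over the list alone, adjusted p = 0.153), including TNFAIP3, a brake on NF-κB signalling (at least 5.53-fold, adjusted p = 2.97e-07), the decoy receptor gene TNFRSF6B (at least 6-fold) and SOD2 (1.72). Basal markers had 6 of 19 that rose and 1 that fell (7 and 3 adjusted over the list alone, adjusted p = 0.0302, and adjusted p = 0.293 with an estimated correlation), with S100A2 at 1.96 and KRT14 at 1.2, a call lost without pCDH vehicle replicate 1 (adjusted p = 0.0981), with the deposited normalized values (0.186) and with the stricter filter (0.0538). The other 15 lists, apoptosis inhibitors among them, had adjusted p from 0.153 to 0.951.

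In FOXA1 cells the response to ORG2058 at 6 h was small. The transcription factor gene ETS1 rose by 1.77 ± 0.13 (adjusted p = 0.000477) and the fibrinogen α chain gene FGA fell by 1.77 ± 0.13 (adjusted p = 0.000477). Tissue factor gene F3 (1.43, adjusted p = 0.00449) and CXCL8 (−1.34, adjusted p = 0.011) also changed, although F3 lost its call without either FOXA1 ORG2058 6 h replicate (adjusted p = 0.084 and 0.0564) and CXCL8 without FOXA1 vehicle replicate 1 (0.111) or FOXA1 ORG2058 6 h replicate 1 (0.133). limma called 52 probes (0.233%), 27 higher and 25 lower, in 38 genes. Without any 1 of the 4 arrays it called 4 to 18, and of 21 named results only those of ETS1 and FGA held without each array. On only the 4 arrays compared 0 probes were called, so ETS1 and FGA lost their calls there too. The split of calls was 24 higher and 11 lower with median scaling, 118 and 64 with no background correction, and 107 and 57 with a larger offset. Basal markers shifted up, with 1 of 19 that rose and 0 that fell (5 and 0 adjusted over the list alone, adjusted p = 0.00143, and adjusted p = 0.479 with an estimated correlation), a call lost without FOXA1 vehicle replicate 2 (adjusted p = 0.0679), and the other 21 lists had adjusted p from 0.241 to 0.921.

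At 24 h in FOXA1 cells the adhesion receptor gene CD44 rose by 2.35 ± 0.19 (adjusted p = 0.000109) and by 1.90 ± 0.13 on another probe (adjusted p = 3.22e-05). ITPKA rose by 2.49 ± 0.12 (adjusted p = 4.48e-06), the RNA sensor gene IFIH1 by 2.20 (adjusted p = 7.34e-05), F3 by 2.14 (adjusted p = 4.15e-05), STMN3 by 2.12, the cholesterol transporter gene ABCG1 by 1.96 and ETS1 by 1.87. The fibrinogen genes FGG (−2.86 ± 0.12, adjusted p = 2.47e-06) and FGA (−2.08, adjusted p = 2.62e-05) fell, as did the fatty acid receptor gene CD36 (−1.85). Members of the basal list rose, 5 of 19 with 0 that fell (7 and 2 adjusted over the list alone), including S100A2 (1.68, adjusted p = 0.000125), ITGB4 (1.07) and KRT5 (0.95, adjusted p = 0.00244), with an adjusted p of 0.000132 (adjusted p = 0.0845 with an estimated correlation). limma called 327 probes (1.46%), 230 higher and 97 lower, in 250 genes. The split was 391 higher and 41 lower with median scaling, and 108 to 156 probes were called without any 1 of the 4 arrays.

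The sterol list rose at 24 h in FOXA1 cells (2 of 20 rose and 0 fell, 5 and 0 adjusted over the list alone, median 0.28, adjusted p = 4.59e-05, and adjusted p = 0.041 with an estimated correlation) and the mitosis list fell (3 of 39 fell and 0 rose, 17 and 0 adjusted over the list alone, median −0.36, adjusted p = 7.36e-14, and adjusted p = 0.041 with an estimated correlation). Steroid receptor response genes had 5 of 30 that rose and 1 that fell (10 and 2 adjusted over the list alone, adjusted p = 0.00235, and adjusted p = 0.125 with an estimated correlation). Interferon genes had 3 of 27 that rose and 0 that fell (4 and 0 adjusted over the list alone, adjusted p = 0.0147), including ISG20 (1.02), and hypoxia and glycolysis genes 2 of 27 that rose, KDM3A (1.21) and NDRG1 (1.18), and 0 that fell (5 and 1 adjusted over the list alone, adjusted p = 0.0147). Both had an adjusted p = 0.0845 with an estimated correlation, and each call was lost without 1 array (FOXA1 ORG2058 24 h replicate 2, adjusted p = 0.07, and FOXA1 vehicle replicate 1, adjusted p = 0.06). Blood vessel genes had 4 of 38 that rose and 0 that fell (8 and 2 adjusted over the list alone, adjusted p = 0.0181), DNA replication 0 of 32 that rose or fell (0 rose and 3 fell adjusted over the list alone, adjusted p = 0.0147), and the unfolded protein and integrated stress list 1 of 27 that fell, HSPA5 (−0.63), and 0 that rose (2 and 0 adjusted over the list alone, adjusted p = 0.036). Each of these 3 had an adjusted p = 0.243 with an estimated correlation, and each call was lost without a single array. For blood vessel genes these were FOXA1 vehicle replicate 2 (adjusted p = 0.112) and FOXA1 ORG2058 24 h replicate 2 (0.0525), for DNA replication FOXA1 vehicle replicate 1 (0.158) and FOXA1 ORG2058 24 h replicate 1 (0.12), and for the stress list these last arrays (0.0971 and 0.145) and FOXA1 vehicle replicate 2 (0.0512). The stress list also lost its call with median scaling (adjusted p = 0.133), the deposited normalized values (0.0568) and the stricter filter (0.0719). HSPA5 lost its call without any 1 of the 4 arrays (highest adjusted p = 0.213), and the other 13 lists had adjusted p from 0.233 to 0.851.

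**Figure D2:**
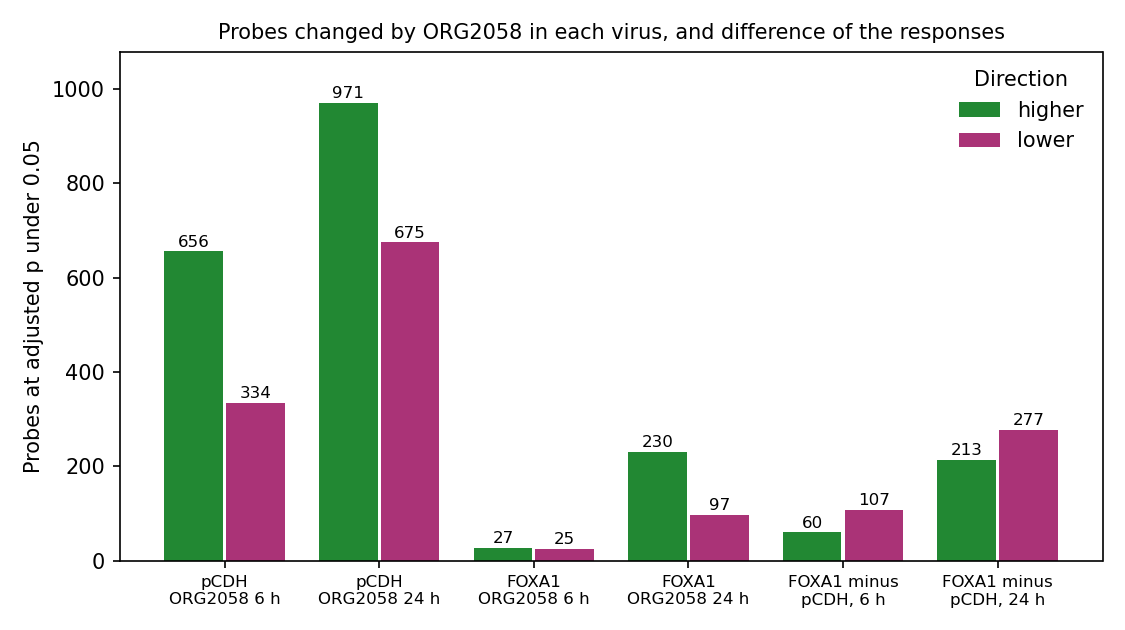
Number of probes (vertical axis) that limma called higher or lower at an adjusted p under 0.05, as bars, for the 4 responses to ORG2058 and the 2 differences between the viruses (horizontal axis), with 2 arrays per group. The pCDH responses held 990 probes at 6 h and 1646 at 24 h, the FOXA1 responses 52 and 327, and the differences 167 and 490.

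Whether the viruses differed in their response was tested directly, as the response in FOXA1 cells minus that in pCDH cells. At 24 h FLRT3 rose by 3.42 in pCDH cells and stood at −0.09 in FOXA1 cells (difference −3.51, adjusted p = 6.89e-05), KCNG1 by 3.47 against 0.11 (difference −3.36, adjusted p = 3.67e-05) and MTNAP1 by 2.90 against −0.18 (difference −3.08, adjusted p = 8.57e-06). MGP rose by 1.87 in pCDH cells and fell by 0.85 in FOXA1 cells (difference −2.73, adjusted p = 3.67e-05), from a vehicle level that was already higher with FOXA1 (10.99 against 6.46). In the other direction, CD44 (difference 2.10, adjusted p = 0.00241), ETS1 (2.32, adjusted p = 0.000119) and EVI2B (2.95, adjusted p = 0.00158) responded more positively with FOXA1, and EVI2B fell by 1.43 in pCDH cells while it rose by 1.51 in FOXA1 cells. The largest difference was that of RASD1 (−5.35, adjusted p = 2.77e-07), whose probe was not well above background in either FOXA1 group, so that its size depends on the background step. At 6 h ETS1 differed by 2.10 (adjusted p = 0.00103), RGCC by −2.45 (adjusted p = 0.000244), SMCO4 by −2.34 (adjusted p = 0.000353) and STMN3 by −2.07 (adjusted p = 0.00145). limma called 167 probes at 6 h, 60 with a more positive response in FOXA1 cells and 107 with a more negative one, and 490 at 24 h, 213 and 277, the latter split being 255 and 182 with median scaling. Without any 1 of the 8 arrays compared the counts were 47 to 62 and 238 to 303.

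Among the lists, mitosis (0 of 39 rose or fell, 0 and 0 adjusted over the list alone, median 0.22, adjusted p = 0.00191) and DNA replication (0 of 32 rose or fell, 0 and 0 adjusted over the list alone, median 0.26, adjusted p = 0.000815) had a less negative response at 6 h with FOXA1, both with an adjusted p = 0.524 with an estimated correlation. Both calls were lost without pCDH vehicle replicate 1, and that of mitosis also without FOXA1 vehicle replicate 2. In the 6 h response 6 of 39 mitosis genes stood at a bound in FOXA1 cells and 0 in pCDH cells. For DNA replication it was 2 and 1 of 32. Whether such low signals hid a part of the fall in FOXA1 cells was not tested. At 24 h the sterol list had a less positive response with FOXA1 (1 of 20 lower and 0 higher, 4 and 0 adjusted over the list alone, median −0.23, adjusted p = 0.0496, and adjusted p = 0.347 with an estimated correlation), a call lost without pCDH ORG2058 24 h replicate 1 (adjusted p = 0.0568), FOXA1 vehicle replicate 2 (0.0637) or either FOXA1 ORG2058 24 h replicate (0.0517 and 0.0537), and with median scaling (0.0642). Apoptosis promoters had 2 of 26 lower and 0 higher (6 and 0 adjusted over the list alone, adjusted p = 0.057) and inhibitors 3 of 30 lower and 0 higher (5 and 3 adjusted over the list alone, adjusted p = 0.105), with TNFAIP3 at −2.46 (adjusted p = 7.36e-05) and not well above background in either vehicle group. Blood vessel genes had 5 of 38 higher and 1 lower at 24 h (12 and 1 adjusted over the list alone, adjusted p = 0.0673) and 3 and 0 at 6 h (8 and 2 adjusted over the list alone, adjusted p = 0.227). Without FOXA1 vehicle replicate 1 the former (list blood vessel morphogenesis, interaction 24h) had an adjusted p of 0.0272, with no background correction 0.0184 and with the larger offset 0.0254. The other 18 lists at 24 h had adjusted p from 0.0673 to 0.982, and the other 20 at 6 h had adjusted p from 0.227 to 0.867.

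Response sizes were then read on arrays that had not been used to pick the probes. For the 500 probes with the largest change between 1 pCDH ORG2058 24 h array and 1 pCDH vehicle array, the median response in the direction of that change was 1.18 on the remaining pCDH arrays and 0.226 on the FOXA1 arrays, a ratio of 0.192 (SD 0.00981 over the 4 pairs of arrays). At 6 h the medians were 0.843 and 0.116 (ratio 0.138, SD 0.0195). Probes picked in FOXA1 cells gave 0.395 on the remaining FOXA1 arrays and 0.126 in pCDH cells at 24 h (ratio 0.318, SD 0.0419), and 0.163 and 0.0413 at 6 h (ratio 0.248, SD 0.0738). With each virus the probes that responded most responded less with the other virus, and the responses were larger in pCDH cells.

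Probes were also classed by whether ORG2058 changed them at 6 h or 24 h in pCDH cells alone (lost with FOXA1), in both viruses (conserved) or in FOXA1 cells alone (gained). There were 1865 lost probes, 1115 of them higher and 750 lower in pCDH cells, 175 conserved and 165 gained, 100 higher and 65 lower in FOXA1 cells. The conserved class, 124 higher and 39 lower in both viruses and 12 opposite, was 5.64 times the 31.1 probes that independent lists of 2040 and 340 would share, and 117 of its probes had the smaller response in FOXA1 cells. These classes rest on thresholds. Since p-values were adjusted within each contrast, a call needed a smaller unadjusted p in FOXA1 cells, where fewer probes were called. Equal evidence could pass in pCDH cells alone, which favours the lost class over the gained. The difference between the viruses itself passed the test for 376 of the lost probes (20.2%), 64 of the conserved (36.6%) and 69 of the gained (41.8%). In FOXA1 cells 1247 of the lost probes had a change of the same sign as in pCDH cells. Among the gained probes the FOXA1 effect in vehicle was opposite to the ORG2058 response in 107 (64.8%), as for CD44, which FOXA1 lowered by 2.05 and 2.89 on its 2 probes. The class of regulation lost held 975 probes without pCDH vehicle replicate 1, 1000 without pCDH vehicle replicate 2 and 1171 without pCDH ORG2058 24 h replicate 1. Without FOXA1 vehicle replicate 1 or 2, or FOXA1 ORG2058 24 h replicate 1 or 2, the conserved class held 71, 58, 79 and 79 probes and the gained class 85, 55, 76 and 77.

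**Figure D3:**
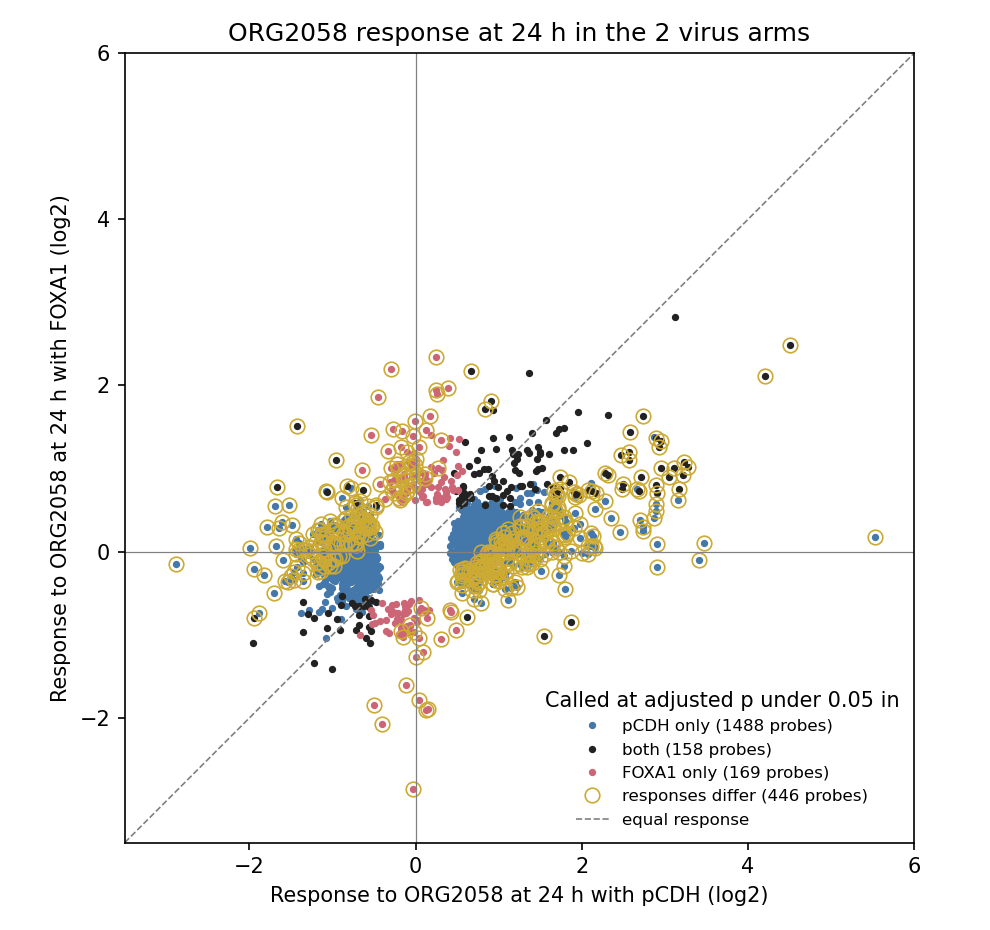
Response to ORG2058 at 24 h in FOXA1 cells (vertical axis, log2 change against vehicle) against that in pCDH cells (horizontal axis, log2 change against vehicle), with 1 point for each probe called in at least 1 virus, rings around probes whose responses differed by limma's test and a dashed line at equal response. The 1488 probes called in pCDH cells only lie mostly nearer to 0 on the vertical axis, which the lack of a call in FOXA1 cells favours by itself. In both viruses 158 probes were called and in FOXA1 cells only 169, and 446 are ringed.

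Genes that the study had singled out on these samples, in AB32 cells or in T-47D cells were followed whatever their values. Their counts are not independent evidence. Of the loci examined by directed ChIP, 5 were measured and DHRS9 had no probe that passed the detection filter. The study described ACSL1 and PACSIN1 as regulated in T-47D and not in AB32 cells, so a response of these genes was not foreseen here. It described FLRT3 and DHRS9 as targets in AB32 cells alone, and PDK4 and NOTCH2 as regulated in each line. In pCDH cells at 24 h FLRT3 and NOTCH2 (1.54, adjusted p = 0.000812) rose, 2 of 5 (4 rose and 1 fell adjusted over the list alone), and the values of ACSL1 (0.44, adjusted p = 0.0629), PACSIN1 (0.38, adjusted p = 0.168) and PDK4 (−0.40, adjusted p = 0.152) did not pass. In FOXA1 cells at 24 h ACSL1 rose by 0.75 (adjusted p = 0.0165), 1 of 5 (2 rose and 0 fell adjusted over the list alone), a call lost without FOXA1 vehicle replicate 1, FOXA1 vehicle replicate 2 or FOXA1 ORG2058 24 h replicate 1 (highest adjusted p = 0.139). Of these loci only FLRT3 differed between the viruses at 24 h by the direct test (1 of 5 lower and 0 higher, 2 and 0 adjusted over the list alone), and NOTCH2 stood at −0.83 (adjusted p = 0.181). Of 3 genes that were described as gaining regulation with FOXA1, 1 rose with ORG2058 at 24 h in FOXA1 cells (3 and 0 adjusted over the list alone) and 2 had a more positive response than in pCDH cells (2 and 0 adjusted over the list alone). CD44 did so on both probes (differences 2.10 and 1.64), while FGF2 differed by 1.28 on 1 of its 2 probes (adjusted p = 0.0272), where it fell in pCDH cells (−0.72, adjusted p = 0.0338) and stood at 0.56 in FOXA1 cells (adjusted p = 0.194). TGFB3 was at least 2.56-fold higher with FOXA1 in vehicle (adjusted p = 1.26e-06) and its response to ORG2058 with FOXA1 was 0.34 at 24 h (adjusted p = 0.314). The fall of FGF2 in pCDH cells was lost without any 1 of the 4 arrays (highest adjusted p = 0.14), and its difference between viruses without any 1 of the 8 arrays other than FOXA1 vehicle replicate 1 and FOXA1 ORG2058 24 h replicate 1 (highest adjusted p = 0.0958). With the deposited normalized values neither passed (adjusted p = 0.069 and 0.0584). The other FGF2 probe also fell in pCDH cells at 24 h (−0.53, adjusted p = 0.0416), and its difference between the viruses was 0.61 (adjusted p = 0.152).

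The 6 h and 24 h responses were set against each other within each virus. In pCDH cells 596 probes were called at both times, 384 higher, 209 lower and 3 opposite, where independent lists would share 73, and FLRT3 rose further between 6 h and 24 h (2.35, adjusted p = 3.79e-05). In FOXA1 cells 39 were called at both times, 24 higher, 14 lower and 1 opposite, against 0.761, with CD44 still rising between 6 h and 24 h (1.18, adjusted p = 0.00161, on its brighter probe). Because both times share the vehicle arrays, changes at 6 h and 24 h are tied even without a response. Over all probes they correlated with r = 0.67 in pCDH cells and 0.545 in FOXA1 cells, against means of 0.498 and 0.503 in 20 simulated data sets with no response, the latter close to the value in FOXA1 cells. Read against separate vehicle arrays, 1 for each time, the correlations were 0.4 and 0.433 in pCDH cells and 0.147 and 0.195 in FOXA1 cells. Compared directly, 24 h differed from 6 h for 439 probes in pCDH cells, 277 higher and 162 lower, and for 86 in FOXA1 cells, 74 and 12, while 157 to 195 and 29 to 49 were called without any 1 of the 4 arrays. Of 1050 probes called only at 24 h in pCDH cells 221 passed this direct test, and of 288 in FOXA1 cells 64 did. Since no vehicle array of 6 h was analysed, the direct test also holds any difference between 6 h and 24 h in culture. 

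Among the lists, sterol biosynthesis was higher at 24 h than at 6 h in both viruses, with 3 of 20 that rose and 0 that fell in pCDH cells (9 and 0 adjusted over the list alone, adjusted p = 4.57e-06, and adjusted p = 0.0353 with an estimated correlation) and 1 and 0 in FOXA1 cells (2 and 0 adjusted over the list alone, adjusted p = 0.000535, and adjusted p = 0.0362 with an estimated correlation). Mitosis genes were lower in both, with 2 of 39 that fell and 0 that rose in pCDH cells (5 and 0 adjusted over the list alone, median −0.29, adjusted p = 5.82e-07, and adjusted p = 0.124 with an estimated correlation) and 1 and 0 in FOXA1 cells (14 and 0 adjusted over the list alone, median −0.31, adjusted p = 6.29e-14, and adjusted p = 0.0362 with an estimated correlation). The interferon list was higher in FOXA1 cells, with 2 of 27 that rose and 0 that fell (4 and 0 adjusted over the list alone, adjusted p = 0.000474, and adjusted p = 0.0362 with an estimated correlation), and in pCDH cells, with 1 and 0 (2 and 0 adjusted over the list alone, adjusted p = 0.0491, and adjusted p = 0.124 with an estimated correlation). In pCDH cells the inflammatory (adjusted p = 2.64e-07), wound healing (0.00603), steroid receptor response (0.0207) and stromal (0.0318) lists also shifted up, while in FOXA1 cells the inflammatory list shifted up (0.00298) and the stress (0.00808, median −0.17) and DNA replication (0.024, median −0.14) lists down, none of them with an estimated correlation (adjusted p = 0.124, 0.124, 0.195 and 0.124, and 0.333, 0.255 and 0.333). These list tests between times also hold any difference between 6 h and 24 h in culture, and they were not repeated under the alternatives.

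The effect of FOXA1 was of like breadth in the presence of progestin. After 6 h of ORG2058 limma called 8275 probes (37.1%), 4231 higher and 4044 lower with FOXA1, and after 24 h 8510 (38.1%), 4353 and 4157. TGFB3 remained higher with FOXA1 after 24 h (2.27 by the fit, adjusted p = 4.13e-07, with pCDH cells not well above background), whereas FLRT3, higher with FOXA1 in vehicle (1.88 ± 0.17, adjusted p = 7.33e-06), was lower after 24 h (−1.63 ± 0.17, adjusted p = 2.42e-05). CD44 remained lower with FOXA1 after 24 h, by −0.41 and −0.79 on its 2 probes (adjusted p = 0.0256 and 0.00655). ACSL1 was lower at −1.63 in vehicle (adjusted p = 2.26e-06) and −1.33 after 24 h (adjusted p = 1.2e-05).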

Values the study reported

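The study reported that FOXA1 transduction led to progestin regulation of 303 transcripts that the pCDH control cells did not regulate, of which 146 (48%) formed a separate cluster. It gave 1333 transcripts as regulated without FOXA1, a large share of which lost regulation when it was expressed, and 168 whose regulation was unaffected. For these 168 the study described a rise of cell cycle genes with progestin, and proposed that proliferative effects may not need FOXA1. Here the mitosis list, which is not that set of transcripts, fell with ORG2058 at 24 h in both viruses. The virus was given at a level predicted to infect 70% of the cells.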

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

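The counts, lists and genes at the end of this section were singled out because the response to ORG2058 differed between the viruses by a direct test of the difference, and 3 patterns in the results are weighed first. Among the tests of explanations, those on the noise of the FOXA1 arrays, on the picking of probes and on the scaling of the opposite signs and of the mitosis list were chosen after the result was seen.

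Probes picked for a large response to ORG2058 in pCDH cells responded less, at the median, in FOXA1 cells. Noisier FOXA1 arrays were argued against by a ratio of within-group SD of 1.04 (0.16 in FOXA1 and 0.154 in pCDH arrays). Noise in the pCDH arrays used to pick the probes was argued against by the held-out ratio of 0.192. Probes picked in FOXA1 cells also responded less in pCDH cells (ratio 0.318 at 24 h). Probes picked for a true response in 1 virus can respond less in the other, and held-out arrays do not remove this. If FOXA1 had only moved probes to the floor or ceiling of the arrays, probes at like levels in vehicle would have responded alike. However, 500 probes were picked in pCDH cells from the 15358 within 1.5-fold of each other in vehicle. Their medians were 0.693 in held-out pCDH arrays and 0.175 in FOXA1 arrays, a ratio of 0.253. The SD of this ratio, 0.00469, was taken over pairs that share arrays and does not measure variation between cultures. An action of FOXA1 on PR, the higher PGR signal and a difference in infection between the viruses stay open, since none of them was tested here.

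Among gained probes the FOXA1 effect in vehicle was opposite to the response in 64.8%, as for CD44. For the same 165 probes the share was 63.6% to 65.5% over the 4 other scalings. With gained probes picked anew it ran from 57.4% to 68%, and an effect of scaling through the picking of probes cannot be told apart from the pattern. Sharing of the FOXA1 vehicle arrays by both effects cannot be told apart from it either. Genes such as FGG and FGA, not well above background in pCDH vehicle cells, could fall only where FOXA1 had raised them, which favours opposite signs. The effects were also read against different vehicle arrays, over another set of 327 probes that was not limited to the 165 gained ones. There the shares were 58.1% and 59%. These lay between the 51.5% and 51.1% that independent signs give and the 71.9% and 73.1% read against the same array. Shares over this other set do not give a corrected share for the gained probes.

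Mitosis genes were lower with FOXA1, with a median of −1.91. Scaling was argued against by the highest median over the 4 other scalings, −1.18, and a fall shared by all probes of like signal by 10000 random lists matched on signal, whose lowest median was −0.567. Toxicity or dose of the virus cannot be told apart from an effect of FOXA1 itself, because there were 0 groups of cells without virus and no range of doses was analysed here.

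The difference between the viruses was called for 167 probes at 6 h and 490 at 24 h. Among lists it was called for mitosis (adjusted p = 0.00191, median 0.22) and DNA replication (adjusted p = 0.000815, median 0.26) at 6 h and for sterol biosynthesis at 24 h (adjusted p = 0.0496, median −0.23), and none of these held with an estimated correlation (adjusted p = 0.524, 0.524 and 0.347) or without each array: without pCDH vehicle replicate 1 the first pair had an adjusted p of 0.0799, and without FOXA1 vehicle replicate 2 mitosis and sterol had 0.141 and 0.0637.

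At 6 h the response was more positive with FOXA1 for KRT34 (difference 2.24), ETS1 (2.10), KCNK2 (1.96), TNFAIP6 (1.82), ANGPT1 (1.76), ECM2 (1.74), PLAU (1.69), RIN2 (1.5), KRT80 (1.5), OSBP2 (1.46), TGFB2 (1.43), CXCL8 (1.38), CD24 (1.32), IL7R (1.26), SEMA3C (1.2) and PDGFRB (1.07). Of these only ETS1 rose in FOXA1 cells (1.77, adjusted p = 0.000477), and the others had fallen in pCDH cells. KRT34, KCNK2, ECM2, OSBP2, IL7R and PDGFRB were not well above background in either FOXA1 group, where a fall could not be seen. The response was more negative with FOXA1 for RASD1 (−2.76), RGCC (−2.45), SMCO4 (−2.34), KCNG1 (−2.08), STMN3 (−2.07), TRAF5 (−1.94), SCNN1G (−1.74), STEAP1 (−1.71), ELL3 (−1.71), CASP6 (−1.68 and −1.43 on its 2 probes), FOXA1 itself (−1.43), CDKN1C (−1.33), P4HA2 (−1.23), SPRY4 (−1.11), LOX (−1.09) and TIPARP (−1.08). All had risen in pCDH cells, by fitted values of 0.73 (LOX) to 3.17 (SMCO4). RASD1 and FOXA1 were not well above background in pCDH vehicle cells. Such a group entered 11 of the 33 differences, whose sizes depend on the background step. Of these 33 differences 14 held without each of the 8 arrays, and the highest adjusted p of the others without 1 array was 0.181 for TGFB2, 0.163 for LOX, 0.132 for SCNN1G, 0.129 for TIPARP, 0.124 for KRT80 and SEMA3C, 0.114 for CXCL8, 0.11 for SPRY4, 0.108 for CD24, 0.0921 for PDGFRB, 0.0849 and 0.0724 for CASP6, 0.0814 for ELL3, 0.0733 for FOXA1, CDKN1C and IL7R, 0.0647 for TRAF5, 0.0632 for P4HA2 and 0.0617 for PLAU.

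At 24 h the response was more positive with FOXA1 for EVI2B (2.95), FABP4 (2.74), IFIH1 (2.50), ST6GAL1 (2.44), ETS1 (2.32), ANGPT1 (2.24 and 2.08 on its 2 probes), CD44 (2.10 and 1.64), SFRP1 (2.09), ENAH (2.06), SNAP25 (2.04), PLAU (1.80), KDM3A (1.54), TGFB2 (1.41), FGF2 (1.28), S100A9 (1.21), ITGB4 (1.11), S100A4 (0.91) and PDGFRB (0.82). FABP4, SNAP25 and PDGFRB were not well above background in either FOXA1 group. EVI2B, ST6GAL1 and ENAH fell in pCDH cells (−1.43, −1.67 and −0.95) and rose in FOXA1 cells (1.51, 0.78 and 1.11). The response was more negative with FOXA1 for RASD1 (−5.35), FLRT3 (−3.51), KCNG1 (−3.36), MTNAP1 (−3.08), FGG (−2.83), CLIC3 (−2.81), MGP (−2.73), CA2 (−2.53), SERPINA3 (−2.50), TNFAIP3 (−2.46), TNFRSF6B (−2.32), ISG20 (−2.25), PTX3 (−1.95), BMF (−1.83), LOX (−1.69), IL1B (−1.54), S1PR1 (−1.44), P4HA2 (−1.37), IL1A (−1.36), TIPARP (−1.33), SPRY4 (−1.28), PMAIP1 (−1.26), IRS2 (−1.19), GDF15 (−1.18), SOD2 (−1.04), MT1X (−0.93), TM7SF2 (−0.89), MLPH (−0.84), CLDN7 (−0.84) and TRIB3 (−0.82). FGG and IL1A fell in FOXA1 cells (−2.86 and −1.06) and were not well above background in pCDH cells. RASD1, TNFAIP3, TNFRSF6B and BMF also had a group not well above background. Such a group entered 14 of the 50 differences, whose sizes depend on the background step. Of these 50 differences 36 held without each of the 8 arrays, and the highest adjusted p of the others without 1 array was 0.151 for CLDN7, 0.149 for TRIB3, 0.124 for PMAIP1, 0.115 for TM7SF2, 0.111 for S100A4, 0.11 for PDGFRB, 0.109 for SOD2, 0.108 for TGFB2, 0.107 for MLPH, 0.0985 for MT1X, 0.0958 for FGF2, 0.0909 for S1PR1, 0.08 for GDF15 and 0.0744 for IRS2.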

How the results depend on the processing

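Calling on 24 h alone, the authors' table at the study-type threshold, and separate vehicle arrays for the correlation of 6 h and 24 h changes were chosen after seeing the data. The number of arrays limits precision: in the simulated data 2-fold differences between responses were called in 23.9% at 6 h and 13.4% at 24 h. There 200 of 22334 probes changed, and the share called depends on how many change. These values are therefore not the sensitivity in the real data. Of 416 called results of named genes 279 kept their call under every setting, 130 lost it without at least 1 array, 108 on only the arrays compared, 41 with the authors' table, 26 with median scaling, 24 without the detection filter, 9 with array weights, 5 without background correction and 4 with an offset of 50, and 0 reversed. Of 35 list calls 22 held without each array, and 8 held with an estimated correlation, whereas fry called 70. These 70 are all calls of fry over the 22 lists and 7 main contrasts, and of the 35 calls fry kept 32. The luminal list under FOXA1 in vehicle reversed in fry (adjusted p = 0.00923), which does not compare it with other genes. Named results were not equally stable. Under the 4 other scalings 105 of 106 kept their call for FOXA1 in vehicle. For ORG2058 at 6 h and 24 h it was 59 of 68 and 79 of 86 in pCDH cells. In FOXA1 cells it was 15 of 21 and 43 of 52, and for the differences 21 of 33 and 38 of 50. On only the arrays compared 0 probes were called for FOXA1 at 6 h, so none of those 21 results kept its call under every setting. Where a cause is not named, the cause was not tested.

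The count of the FOXA1 effect in vehicle stayed within 1.5 times its value under every setting. Without background correction, calls numbered 1550 against 990 for pCDH at 6 h, 182 against 52 for FOXA1 at 6 h, 672 against 327 for FOXA1 at 24 h, 438 against 167 and 1042 against 490 for the differences at 6 h and 24 h, 797 against 439 and 220 against 86 for the comparisons of times (ORG2058 24h against 6h pCDH, ORG2058 24h against 6h FOXA1), and 345 probes with regulation conserved and 397 with regulation gained against 175 and 165. With an offset of 50 the same counts were 1580, 164, 645, 425, 1037, 798, 204, 328 and 378. With the stricter filter they were 111 for FOXA1 at 6 h, 503 for FOXA1 at 24 h, 308 and 803 for the differences, 708 and 135 for 24 h against 6 h, and 264 conserved and 270 gained. Median scaling gave 265 gained. On only the arrays compared, with fewer residual degrees of freedom, limma called 260 and 722 probes for pCDH, 0 and 79 for FOXA1 (1809 at an unadjusted p under 0.05 for the 0), 89 and 277 for the differences, and 108 and 35 for 24 h against 6 h, and each virus on its own 6 arrays gave 71 conserved and 78 gained. At an unadjusted p under 0.01 and at least 1.5-fold, a looser threshold, there were 292 and 604 for FOXA1, 934 and 1406 for the differences, 720 and 323 for 24 h against 6 h, and 520 gained, and from the values of the authors 350 conserved and 766 gained. At 24 h alone there were 1488 lost, 158 conserved and 169 gained.

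The held-out ratio stayed below 1 in every setting. For probes picked in pCDH cells at 24 h it was 0.251 without background correction, 0.255 with median scaling, 0.106 with the authors' table, 0.221 with an offset of 50 and 0.273 with 100 probes (0.192 as reported), and at 6 h 0.175, 0.195, 0.0653, 0.162 and, with 2000 probes, 0.174 (0.138 as reported). For FOXA1 at 24 h (held-out response size, 24h chosen in FOXA1) it was 0.361, 0.276 and 0.183 with the first 3 settings and 0.366 with 2000 probes (0.318 as reported), and at 6 h (held-out response size, 6h chosen in FOXA1) 0.383, 0.353 and 0, then 0.348 with the stricter filter and 0.141 with 100 probes (0.248 as reported).

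Leaving out 1 array, where the lone array left is assumed to vary like the other groups, gave 7181 to 7603 calls for FOXA1 in vehicle, 6466 to 6703 and 6860 to 7177 for FOXA1 in ORG2058 at 6 h and 24 h, 381 to 503 and 768 to 942 for pCDH, 4 to 18 and 108 to 156 for FOXA1, 47 to 62 and 238 to 303 for the differences, 157 to 195 and 29 to 49 for 24 h against 6 h, 975 to 1870 lost, 58 to 127 conserved and 55 to 148 gained, and 31 to 38 list calls.

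Equal replicate numbers do not pair the samples, since over the 15 pairs of groups their deviations correlated with r from −0.0739 to 0.0347. With the replicate block, counts were 8586 for FOXA1 in vehicle, 8134 (FOXA1 effect in ORG2058 6h) and 8380 (FOXA1 effect in ORG2058 24h), 845 and 1522 for pCDH, 37 and 260 for FOXA1, 120 and 368 for the differences, 362 (ORG2058 24h against 6h pCDH) and 72 for FOXA1, 1712 with regulation lost, 140 with regulation conserved and 129 gained, and 34 list calls, the sterol list losing its call for the difference at 24 h (adjusted p = 0.0576), and 25 of the 416 results of named genes lost their call.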

Other observations

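The lists of liver plasma proteins and of lipid droplet genes were chosen after the values were seen, so their p-values describe and do not test. Of 12 measured genes of liver plasma proteins 7 rose and 1 fell with FOXA1 in vehicle (median 1.27, camera p = 0.00053, and p = 0.0456 with an estimated correlation). Beside the fibrinogen genes, the serpin gene SERPINA3 (2.07) and APOE, not well above background in pCDH vehicle cells, rose and the retinol carrier gene RBP4 fell (−1.04). In the comparison of responses at 24 h 5 of these genes were lower and 1, RBP4, higher with FOXA1, but FGA, FGG and APOE among them were not well above background in pCDH vehicle cells, where a fall could not be seen, so no test of the list is given for it. In FOXA1 cells FGA, FGG and APOE fell and SERPINA1 rose, while FGB stood at −0.27 (adjusted p = 0.592). The FGB signal in FOXA1 vehicle cells, 14.16, lay near the top of the arrays' range. A change there may be understated, which was not tested.

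Of 11 lipid droplet and fatty acid uptake genes 2 rose with FOXA1 in vehicle, FABP5 (1.04) and CD36 (1.91), and 3 fell, CIDEC (−4.55), FABP4 and PLIN3 (−0.57), with a median of −0.037 (p = 0.609, and p = 0.611 with an estimated correlation).

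At an unadjusted p under 0.01 and at least a 1.5-fold change, the count of probes with regulation gained was 520. This is the kind of threshold that the study states for other lines, with another test. The count here is of probes and is higher than the published one, which is of transcripts. Its p is not adjusted for the number of probes tested, so some of these calls may be false. At an adjusted p under 0.05 with no limit on the fold the count of gained probes was 165, which is not a count at that threshold.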
